A study of Mus musculus with 6 samples. Its data were reported in "A STING agonist prodrug reprograms tumor-associated macrophage to boost colorectal cancer immunotherapy" (2025).

How the data were processed

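RNA was measured in RAW264.7 cells, a mouse line with macrophage features that grew out of a virus-induced tumour, in 3 untreated and 3 GB2-treated libraries. GB2 is the prodrug of the study. It joins MSA-2, an agonist of the innate immune adaptor STING, to artesunate, which the study used as an inhibitor of the myeloid receptor TREM2, through a disulfide bond that glutathione can break. Poly(A) RNA was turned into libraries that keep the strand through dUTP labelling and was sequenced as paired ends. Groups and replicate numbers were taken from the sample labels, which give neither dose nor exposure time. The study describes the sequenced macrophages as the lower layer of a culture shared with tumour cells across a porous membrane, and calls its replicates biological. The labels name no tumour cells, and whether the untreated cells shared such a culture is not stated outright. The p-values measure the spread between these libraries.

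The submitters' processing notes name cutadapt 1.9, HISAT2 2.2.1, StringTie 2.1.6, DESeq2, edgeR and the mouse build mm10. The roles of these tools, the annotation release, the strand setting and the counting method are not given in the sources used here. The authors deposited 1 estimated count per gene and library for 28836 genes. The estimated counts were already whole numbers and were used without further rounding. Low values piled up at multiples of 4: in untreated replicate 1, 952 genes had a count of 4 against 397 with 3 and 252 with 5. The cause is not known, and a fit on counts divided by 4 was added after this was seen. The authors also deposited FPKM values, which relate each gene to its transcript length and the library total. FPKM values were used to give levels and in an alternative test. Gene names, identifiers and positions are those of the deposited table, on mm10. Of the gene identifiers, 28757 were found in GENCODE M21, and 90.3% of these had identical start and end there. If strand was not used in counting, reads of genes that overlap on opposite strands cannot be told apart. Of the 135 genes picked out by the rule given further on, 4 share at least 25% of their exonic bases with a gene on the other strand (Vcl, Lat2, Dnase2a and Mt2), and Ctsd shares 34.4% with a gene model on its own strand. Values of these genes, and of genes with close pseudogenes such as Gapdh, are uncertain to that extent.

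Totals ranged from 62660734 to 77337345 estimated counts per library. Counts of every pair of libraries differed by more than sampling noise, with chi-square per degree of freedom from 16.8 to 1117.62, so each library was kept as a replicate. Principal components and Spearman correlations were computed on log2 of CPM (counts scaled to a common library total) plus 1, over genes with a mean of at least 1 FPKM.

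Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and F test, TMM scaling, the default expression filter of edgeR, no covariate) over 17124 genes. A gene was called higher or lower at a Benjamini-Hochberg FDR below 0.05 and an absolute log2 change of at least 1, the thresholds of the study. Log2 changes are GB2-treated minus untreated, and their standard error is the change divided by the square root of F. Counts were simulated for 16002 genes from the means and dispersions of the untreated libraries. There the FDR threshold picked up 78% of 1.5-fold, 95% of 3-fold and 100% of 6-fold changes. With the fold threshold as well these shares were 0%, 95% and 100%, with 5 unchanged genes called and 0 errors of sign. Spread among GB2-treated libraries was not simulated, so these rates need not hold for the data.

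Before the data were examined, 28 gene lists were fixed from general knowledge, and a further list held genes that the study itself named as interferon-stimulated. The study's naming was open-ended; 1 of its symbols was read as Zc3h12a, the closest spelling, and 1 was left out because it matched no gene. Lists were tested with camera in limma 3.58.1 (two-sided, preset correlation 0.01, adjusted over 28 lists), again with an estimated correlation, and with fry. KEGG pathways annotated in the deposited table, with 10 to 500 tested genes, were tested by a one-sided Fisher's exact test against the 5565 tested genes that carry a KEGG term. The genes named in the text were fixed by a rule in 3 parts: 27 genes chosen from the aims of the study, the 8 largest rises and 8 largest falls among called genes with no overlap between groups and at least 5 FPKM in the higher group, and up to 4 called members of each list with the largest change (where none was called, up to 2 with the highest level). Some genes of the last part are left out for brevity, and some are not reported here. Genes used to trace other tissues were chosen after seeing the data, as were the tests built on them.

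Alternatives set beforehand were DESeq2 size factors, no expression filter, the DESeq2 1.42.0 Wald test, limma on log2(FPKM + 1) or log2(FPKM + 0.1) over genes with at least 1 FPKM in 3 libraries, leaving out each library in turn, the replicate number as a block, no fold threshold, and a test against a 1.5-fold change. Added later were a fit without GB2-treated replicates 2 and 3, the division by 4, and a robust quasi-likelihood fit. The first of these leaves 1 treated library, which is taken to vary like the untreated ones. Its p-values and counts of calls therefore hold no spread among treated libraries. Transcripts of other tissues were traced with 15 marker lists written after the first inspection of the libraries: liver, heart, stomach, intestine, pancreas, skeletal muscle, kidney, lung, brain, testis, fat, skin, T cells, B cells and red blood cells. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.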

Results

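Transcripts of RAW264.7 cells were counted in 3 untreated and 3 GB2-treated libraries. The study describes the sequenced macrophages as lying below tumour cells across a porous membrane. Whether the untreated cells did so is not stated outright. Totals were 73077089, 76821423 and 77337345 estimated counts in untreated replicates 1, 2 and 3, and 71654097, 62727181 and 62660734 in GB2-treated replicates 1, 2 and 3. The question was how the transcriptome of these macrophage-like cells differs after exposure to GB2. By the tests given with each group, HIF-1 target, glycolysis and inflammatory cytokine genes were higher in GB2-treated cells, and lysosome genes and genes of the lipid-associated macrophage state were lower. With an estimated correlation the glycolysis and lysosome calls were lost (adjusted p = 0.0624 and 0.104). In the plot of principal components, component 1 held 79.9% of the variance and parted the groups, while component 2 held 13.9% and parted GB2-treated replicate 1 from replicates 2 and 3. Spearman correlations were 0.995 to 0.996 between untreated libraries and 0.903 to 0.931 between groups. Among GB2-treated libraries they were 0.991 between replicates 2 and 3 but 0.970 and 0.973 between replicate 1 and these. The same pair of libraries carried transcripts of other mouse tissues, given with their values in the account of tissue markers. For gene lists with called members that were high mainly in this pair, values per library or counts without the pair are given.

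**Figure D1:**
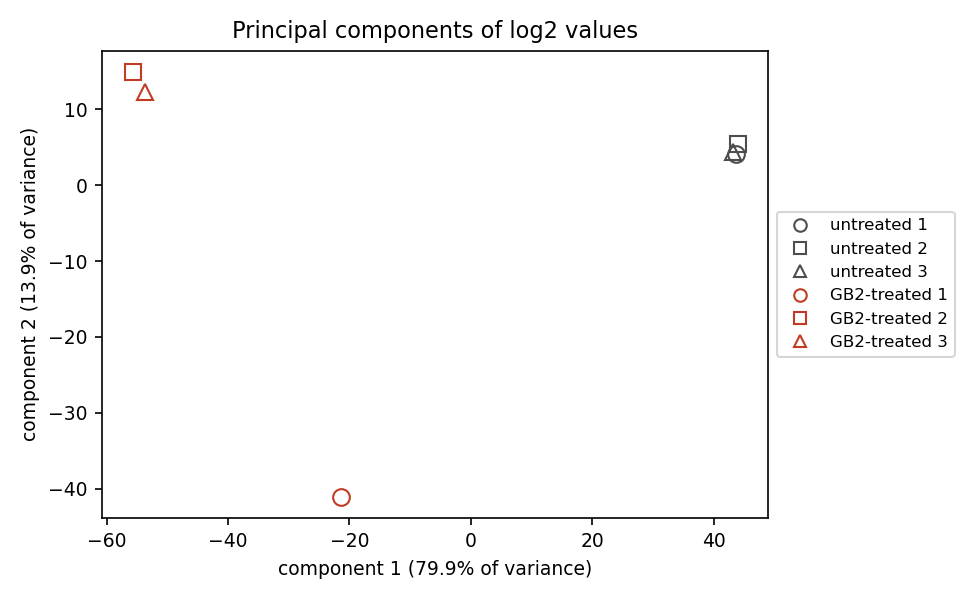
Each point is 1 library, placed on the first 2 principal components (share of variance on each axis) of log2(CPM + 1), with colour for the group and shape for the replicate. Component 1 (79.9%) parts untreated from GB2-treated libraries, and component 2 (13.9%) sets GB2-treated replicate 1 apart from replicates 2 and 3.

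Trem2, which encodes the myeloid lipid-sensing receptor that the artesunate part of GB2 was meant to inhibit, was 6.02-fold lower in GB2-treated cells. Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147, plus strand) stood at 53.9 ± 1.11 FPKM in untreated cells and 8.84 ± 0.751 FPKM in GB2-treated cells (SD, n = 3 each). Its log2 change was -2.59 ± 0.07 (SE, edgeR FDR = 1.98e-07), and all 3 treated libraries (9.68, 8.59 and 8.24 FPKM) lay below every untreated library. The call held in every alternative tried, with log2 changes from -2.69 to -2.40. Tyrobp, which encodes the signalling partner DAP12, was 345.79 ± 35.5 FPKM against 470.70 ± 31.0 and did not reach the fold threshold (log2 change -0.43 ± 0.08, edgeR FDR = 0.00329). TREM2 protein was not measured in these data.

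In the TREM2-DAP12 receptor complex and signalling list, 5 of 28 tested members fell, 2 rose and the others were not called (camera adjusted p = 0.0128, direction lower). Besides Trem2, the falls included Sirpb1a, a receptor that pairs with DAP12 (log2 change -3.05 ± 0.31), and Lat2, a membrane adaptor (-1.32 ± 0.07), both in all 3 treated libraries. This list call was lost with an estimated correlation (adjusted p = 0.368) and without GB2-treated replicates 2 and 3 (adjusted p = 0.216).

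Genes of the lipid-associated, TREM2-type macrophage state leaned lower, with 10 of 25 falling and 4 rising (camera adjusted p = 3.79e-09, and adjusted p = 0.0334 with an estimated correlation). By FDR without the fold threshold, 18 were lower and 6 higher. Gpnmb, which encodes a transmembrane glycoprotein of lipid-laden macrophages, went from 2443.98 ± 40.3 to 246.1 ± 25.6 FPKM (SD, n = 3 each), a 9.81-fold fall with a log2 change of -3.29 ± 0.08 (edgeR FDR = 1.21e-07). Nceh1, a hydrolase of cholesterol esters, fell 5.75-fold and Cst7, the protease inhibitor cystatin F, fell 4.19-fold. Of the 4 members that rose, Apoe and Cd36 rested on GB2-treated replicates 2 and 3. Apoe was 2.99, 64.33 and 68.33 FPKM in GB2-treated replicates 1, 2 and 3 against 2.82 ± 0.419 FPKM untreated. Its log2 change of 4.01 (edgeR FDR = 0.0104) became 0.17 (FDR = 0.526) without these 2 libraries, and its call was lost when any 1 untreated library was left out (FDR from 0.0627 to 0.0707). Cd36, a scavenger receptor, was 2.19, 6.73 and 8.36 FPKM against 1.38 ± 0.143 FPKM, and its log2 change of 2.06 became 0.74.

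Lysosomal genes formed the broadest fall. Of 67 tested members of the list, 28 fell and 0 rose (camera adjusted p = 9.20e-27, with an estimated correlation adjusted p = 0.104). Ctsd, which encodes the protease cathepsin D, went from 4573.26 ± 90.8 to 1171.97 ± 96.6 FPKM (SD, n = 3 each), with a log2 change of -1.95 ± 0.06 (edgeR FDR = 4.03e-07). Lipa, the lysosomal acid lipase, fell 3.88-fold, and Dnase2a, the acid DNase that degrades engulfed DNA, fell 4.95-fold. Atp6v0d2, a subunit of the proton pump, fell 21.02-fold from 27.5 ± 1.15 to 1.29 ± 0.168 FPKM (log2 change -4.39 ± 0.10, edgeR FDR = 9.88e-08). With GB2-treated replicate 1 alone against the untreated libraries, the median log2 change of the list was -0.59. Among KEGG pathways, Lysosome was over-represented in lower genes (32 of 117 tested genes, Fisher's exact FDR = 1.29e-07), as were Osteoclast differentiation (22 of 114, FDR = 0.0140) and Glycosaminoglycan degradation (7 of 16, FDR = 0.0140). Without GB2-treated replicates 2 and 3 the latter 2 were lost (FDR = 0.549 and 0.547).

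Other macrophage gene groups fell in part. In the macrophage identity list, 6 of 20 fell and 1 rose (camera adjusted p = 0.000328, with an estimated correlation adjusted p = 0.161). The falls included the transcription factor gene Cebpa (log2 change -2.24 ± 0.13) and the pore-forming protein gene Mpeg1 (-2.04 ± 0.04). Without GB2-treated replicates 2 and 3 that list had 4 lower and 0 higher. Osteoclast markers had 5 lower and 1 higher of 13 (camera adjusted p = 0.00133, with an estimated correlation adjusted p = 0.194). Acp5, tartrate-resistant phosphatase, and Ctsk, cathepsin K, fell (log2 changes -1.55 ± 0.11 and -1.40 ± 0.11), while Mmp9, a gelatinase, rose from 67.5 ± 4.11 to 396.1 ± 6.61 FPKM. Cholesterol synthesis had 4 lower and 0 higher of 24 (camera adjusted p = 0.00107, with an estimated correlation adjusted p = 0.172), including Dhcr7 (log2 change -1.48 ± 0.05), an enzyme of the late pathway. With limma on log2(FPKM + 1) the macrophage identity and osteoclast calls were lost (adjusted p = 0.123 and 0.0706).

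Of the 28 lists, HIF-1 target genes had the smallest camera adjusted p. Of 33 tested members 26 rose and 1 fell, with a median log2 change of 2.28 (camera adjusted p = 6.71e-79, and adjusted p = 0.000718 with an estimated correlation). Adm, which encodes the vasodilator peptide adrenomedullin, rose 94.4-fold from 1.22 ± 0.248 to 114.3 ± 6.25 FPKM (SD, n = 3 each; log2 change 6.56 ± 0.12, edgeR FDR = 4.63e-08). Ero1l, an oxidase that helps form disulfide bonds in the endoplasmic reticulum, rose 36.6-fold to 1715.20 ± 65.9 FPKM. Ddit4, an inhibitor of mTORC1, rose 20.2-fold. Hif1a itself was 35.7 ± 0.206 against 23.1 ± 1.40 FPKM and did not reach the fold threshold (log2 change 0.64 ± 0.05, edgeR FDR = 2.59e-05). With GB2-treated replicate 1 alone, the median log2 change of the list was 2.38.

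Glycolysis genes rose alongside, with 14 higher and 2 lower of 27 (camera adjusted p = 3.72e-27, with an estimated correlation adjusted p = 0.0624). The glucose transporter gene Slc2a1 went from 64.3 ± 1.56 to 441.3 ± 8.10 FPKM (log2 change 2.80 ± 0.04, edgeR FDR = 2.38e-08). Ldha, lactate dehydrogenase, rose 2.89-fold, Hk2, hexokinase 2, rose 2.61-fold and Pfkp, phosphofructokinase, rose 5.03-fold. Oxidative phosphorylation differed from this. Of its 75 nuclear genes, edgeR and the DESeq2 Wald test called 0 past both thresholds (median log2 change -0.02, camera adjusted p = 0.939). With edgeR 19 were higher and 18 lower at an unadjusted p under 0.05, and 9 were higher and 10 lower at an FDR adjusted over the list alone with no fold threshold. The direction of that list turned with the scaling, with adjusted p = 0.906 under DESeq2 size factors. Of the 13 mitochondrially encoded genes, edgeR and the DESeq2 Wald test called 0 (camera adjusted p = 0.509), and with edgeR 4 were higher and 0 lower at an unadjusted p under 0.05.

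Inflammatory cytokines and chemokines were higher, 19 rising and 1 falling of 29 (camera adjusted p = 4.92e-25, and adjusted p = 0.0422 with an estimated correlation). Il1b rose from 14.7 ± 0.677 to 271.78 ± 28.7 FPKM (SD, n = 3 each; log2 change 4.23 ± 0.09, edgeR FDR = 6.91e-08) and Tnf from 172.79 ± 3.78 to 638.02 ± 20.4 FPKM (3.74-fold, edgeR FDR = 9.37e-08). Csf3, granulocyte colony-stimulating factor, and Lif, leukaemia inhibitory factor, rose 17.5-fold and 30.0-fold. Il6 (log2 change 3.60 ± 0.51) and Cxcl10 (3.09 ± 0.38) were called higher but stayed near 1 FPKM, at 1.11 ± 0.210 and 0.907 ± 0.230. Ccl5 reached 3.31 ± 0.101 FPKM (2.33 ± 0.34).

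NF-kB target genes had 14 higher and 1 lower of 30 (camera adjusted p = 8.12e-28, with an estimated correlation adjusted p = 0.0624). Nos2, the inducible nitric oxide synthase, rose 39.2-fold to 366.73 ± 4.25 FPKM (log2 change 5.29 ± 0.05, edgeR FDR = 3.52e-09), and Ptgs2, cyclooxygenase 2, rose 76.6-fold to 309.05 ± 12.2 FPKM. Ier3 and the atypical inhibitor gene Nfkbiz rose 10.3-fold and 5.93-fold. In the JAK-STAT and SOCS list 7 rose and 3 fell of 26 (camera adjusted p = 0.0314, with an estimated correlation adjusted p = 0.194). The feedback inhibitors Cish (log2 change 4.40 ± 0.08) and Socs3 (2.35 ± 0.04) were among the rises. That list call was lost on leaving out untreated replicate 1, 2 or 3 (adjusted p = 0.736, 0.703 and 0.870), GB2-treated replicate 1 (0.849) or GB2-treated replicate 3 (0.0504), and without GB2-treated replicates 2 and 3 together (0.338).

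Interferon-stimulated genes rose in part, while most genes around STING, the adaptor that the MSA-2 part of GB2 was meant to activate, were not called. Sting1 was 11.0 ± 0.707 against 12.2 ± 0.809 FPKM (log2 change -0.14 ± 0.06, edgeR FDR = 0.108), Tbk1, a kinase downstream of it, 21.1 ± 0.519 against 20.97 ± 0.929 FPKM (0.03 ± 0.04, FDR = 0.584) and the transcription factor gene Irf3 10.2 ± 0.70 against 9.39 ± 0.465 FPKM (0.13 ± 0.06, FDR = 0.1005). None of these 3 was called, and the sign of Tbk1 turned without untreated replicate 1 (-0.02). The study reported higher phosphorylation in the STING cascade of GB2-treated RAW264.7 cells, which transcript levels do not measure. In the STING pathway list 2 of 20 rose and 0 fell (camera adjusted p = 0.509), namely Abcc1, a transporter of cyclic dinucleotides and drugs (log2 change 1.60 ± 0.03), and the ubiquitin ligase gene Traf6 (1.07 ± 0.05). The median of that list was -0.03 while its mean was 0.01 and the test pointed higher. Interferon-stimulated genes had 20 higher and 1 lower of 56 (camera adjusted p = 0.00147, with an estimated correlation adjusted p = 0.111). Irf7, a regulator of interferon genes, went from 2.32 ± 0.262 to 8.997 ± 0.743 FPKM (1.96 ± 0.11, edgeR FDR = 3.93e-06). Oas1g, an RNA-sensing synthetase, rose 3.95-fold and Isg20, an exonuclease, 4.08-fold. Ifnb1, interferon beta, had too few counts to test, with 0.07, 0.08 and 0 FPKM in GB2-treated replicates 1, 2 and 3 and 0 in each untreated library. All 14 genes matched from those that the study named, open-endedly, as interferon-stimulated rose, led by Nos2 and Il1b. The study chose that list on these samples, so its direction is not independent evidence.

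**Figure D2:**
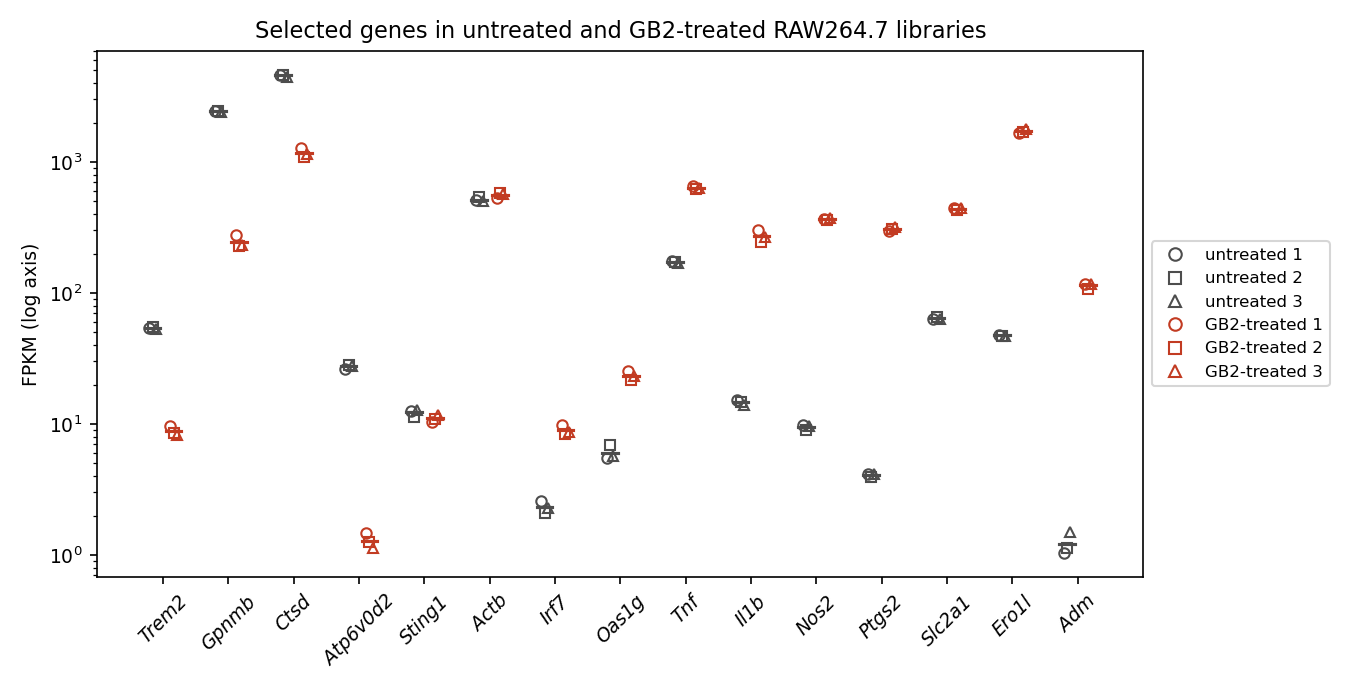
FPKM (log axis) of 15 genes in each library, with untreated libraries in grey, GB2-treated libraries in red, shape for the replicate and a bar at each group mean (n = 3). Trem2, Gpnmb, Ctsd and Atp6v0d2 lie lower in all 3 treated libraries, Sting1 and Actb are not called, and the genes from Irf7 to Adm lie higher in all 3.

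Of 35 tested antigen presentation and costimulation genes 4 rose and 3 fell (camera adjusted p = 0.498, direction higher, with median -0.12 and mean 0.01). Cd40 rose from 6.83 ± 0.471 to 18.9 ± 1.78 FPKM (log2 change 1.49 ± 0.09, edgeR FDR = 5.44e-06), and Icosl and Cd274 (PD-L1) rose 6.35-fold and 3.25-fold. The antigen-processing protease gene Ctss fell from 2989.97 ± 117.25 to 1016.00 ± 92.2 FPKM. The costimulatory genes Cd80 (log2 change 0.55 ± 0.06, edgeR FDR = 0.000241) and Cd86 (-0.12 ± 0.05, FDR = 0.0728) and the class II gene H2-Ab1 (0.15 ± 0.15, FDR = 0.431) did not pass the threshold. H2-Ab1 had a log2 change of -0.03 without GB2-treated replicates 2 and 3.

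Alternative activation markers gave 6 higher and 2 lower of 18 (camera adjusted p = 0.00842, with an estimated correlation adjusted p = 0.113), a call lost without GB2-treated replicates 2 and 3 (adjusted p = 0.0767). Mrc1 was 2.65 ± 0.147 against 3.36 ± 0.236 FPKM (log2 change -0.32 ± 0.08, edgeR FDR = 0.00986) and did not reach the fold threshold. Arg1, arginase 1, a marker of this state that liver also expresses strongly, was 0.59, 6.79 and 6.13 FPKM in GB2-treated replicates 1, 2 and 3 and 0.01 ± 0.01 FPKM untreated. Its log2 change was 8.36 ± 1.22 (edgeR FDR = 0.000811), 9.49 without untreated replicate 1, 7.76 without untreated replicate 3 and 5.53 without GB2-treated replicates 2 and 3. Fn1, fibronectin, was likewise 0.23, 2.89 and 3.23 FPKM against 0.20 ± 0.05. Myc, a growth-promoting transcription factor, rose 11.5-fold in all 3 treated libraries, to 14.7 ± 0.549 FPKM. Phagocytosis genes had 6 higher and 4 lower of 44 (camera adjusted p = 0.363, direction lower, with median -0.12 and mean 0.03), a count that fell to 2 higher and 5 lower without GB2-treated replicates 2 and 3. Among them Gas6, a ligand that bridges dying cells to their receptors, and the Fc receptor gene Fcgr4 fell 9.78-fold and 3.75-fold, and Bcar1, an adhesion scaffold, rose 27.7-fold.

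Cell-cycle genes were higher, 20 rising and 0 falling of 40 (camera adjusted p = 2.95e-08, with an estimated correlation adjusted p = 0.0624). The rises included the mitotic kinase genes Bub1 (log2 change 2.45 ± 0.04, edgeR FDR = 3.75e-08) and Aurkb (1.66 ± 0.11), the centromere histone gene Cenpa (1.70 ± 0.10) and Hmgb2, a chromatin protein gene (1.67 ± 0.06). In the p53 target list 3 rose and 2 fell of 25 (camera adjusted p = 0.0398, with an estimated correlation adjusted p = 0.192). Cdkn1a, the cell-cycle inhibitor p21, rose 5.87-fold to 250.85 ± 8.60 FPKM, and Phlda3 fell (log2 change -1.36 ± 0.17). The call on p53 targets was lost on leaving out untreated replicate 1, 2 or 3 (adjusted p = 0.127, 0.127 and 0.102), GB2-treated replicate 1 (0.170) or GB2-treated replicate 3 (0.0504), and without GB2-treated replicates 2 and 3 together (0.0663). Perp, a further p53 target that epithelia express, was 0.09, 2.83 and 2.65 FPKM in GB2-treated replicates 1, 2 and 3.

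In the integrated stress response and unfolded protein response list 7 rose and 0 fell of 34 (camera adjusted p = 1.81e-06, with an estimated correlation adjusted p = 0.202). Among the 7, Vldlr, a lipoprotein receptor, was 0.11, 0.70 and 0.74 FPKM in GB2-treated replicates 1, 2 and 3 against 0.0867 ± 0.0208 untreated. Aldh1l2, a mitochondrial folate enzyme, rose 13.1-fold to 101.67 ± 3.00 FPKM, and the stress transcription regulator genes Nupr1 and Atf3 rose 4.66-fold and 2.58-fold. NRF2 and oxidative stress genes had 7 higher and 3 lower of 30 (camera adjusted p = 0.392, direction higher, with median -0.08 and mean 0.23), and 4 higher and 4 lower without GB2-treated replicates 2 and 3. The metallothionein gene Mt2 rose from 254.42 ± 29.3 to 837.34 ± 79.5 FPKM and the iron exporter gene Slc40a1 fell (log2 change -1.80 ± 0.19). Nqo1 was 0.20, 1.99 and 2.65 FPKM and Gsta3 0.20, 3.49 and 3.37 FPKM in GB2-treated replicates 1, 2 and 3.

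Mitochondrial dynamics and calcium genes were not called as groups. Of 23 fission and fusion genes edgeR called 0 and the DESeq2 Wald test 1 (camera adjusted p = 0.591). With edgeR 6 were higher and 8 lower at an unadjusted p under 0.05. Dnm1l, the fission GTPase, was 20.7 ± 1.18 against 14.04 ± 1.14 FPKM (log2 change 0.58 ± 0.06, edgeR FDR = 0.000138). Genes of contact between endoplasmic reticulum and mitochondria and of calcium handling had 2 higher and 4 lower of 38 (camera adjusted p = 0.509). Vdac1, the outer-membrane channel, and Camk2d, a calcium-dependent kinase, rose (log2 changes 1.16 ± 0.05 and 1.80 ± 0.04), and Pacs2, of the contact sites, fell (-1.17 ± 0.05). Mcu, the mitochondrial calcium uniporter, was 3.95 ± 0.0709 against 2.48 ± 0.0987 FPKM (0.69 ± 0.06, edgeR FDR = 4.73e-05) and missed the fold threshold. Mitochondrial ribosomal proteins had 1 higher and 3 lower of 78 (camera adjusted p = 0.498) and cytosolic ones 4 higher and 1 lower of 81 (camera adjusted p = 0.591). Without GB2-treated replicate 1 both were called lower (adjusted p = 0.0269 and 0.0174). Of the cytosolic ones, Rpl3l, a heart and muscle paralog, was 0.08, 1.44 and 2.09 FPKM in GB2-treated replicates 1, 2 and 3, Rps4l 0.16, 1.05 and 1.14 FPKM and Rpl29 1.74, 3.74 and 6.16 FPKM. Without replicates 2 and 3 the cytosolic list had 0 higher and 0 lower.

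Loading controls were checked as a list, with 3 higher and 0 lower of 14 (camera adjusted p = 0.00331, with an estimated correlation adjusted p = 0.161). Actb was 560.98 ± 25.1 against 516.57 ± 17.2 FPKM (log2 change 0.14 ± 0.05, edgeR FDR = 0.0537) and Vcl 4.69 ± 0.248 against 6.51 ± 0.102 FPKM (-0.46 ± 0.05, FDR = 0.000129), neither past the fold threshold. The rises included the glycolytic genes Gapdh (2.39 ± 0.06, a gene with close pseudogenes) and Pgk1 (1.55 ± 0.06). The list call was lost on leaving out untreated replicate 1 or 3 (adjusted p = 0.0706 and 0.0954) or GB2-treated replicate 1 (0.170).

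**Figure D3:**
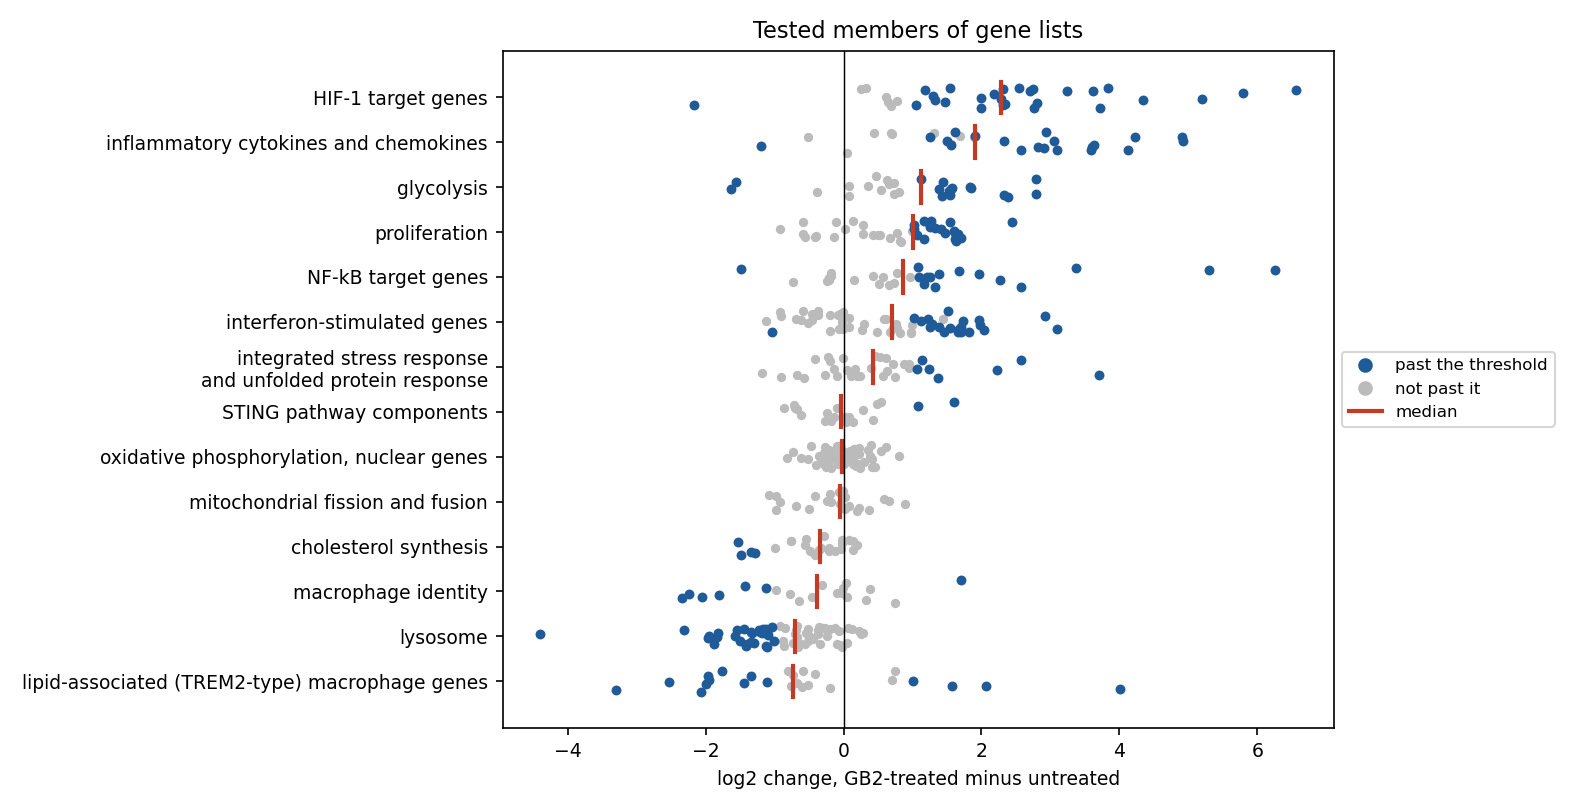
Log2 change (GB2-treated minus untreated) of every tested member of 14 gene lists, in blue where the gene passed FDR and fold thresholds, with a red bar at the median of each list. HIF-1 target genes have a median of 2.28 and lysosome genes have 28 members past the threshold on the lower side, while oxidative phosphorylation genes gather around 0.

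The rises with the largest fold were taken among called genes with no overlap between groups and at least 5 FPKM in the higher group. They held Gipr, the receptor of an incretin hormone (117.75-fold), Adm, Pgf, placental growth factor (83.6-fold), Ptgs2 and Apold1 (57.7-fold). The predicted transcript Gm13645 also rose (log2 change 7.98 ± 0.80, or 11.39 without untreated replicate 2, a value that is no bound because the other untreated libraries had 0 counts). Fgb, a fibrinogen chain, and Apoa2, an apolipoprotein, both made by liver, met the same rule but were 0.04, 9.10 and 9.14 FPKM and 3.41, 24.12 and 26.39 FPKM in GB2-treated replicates 1, 2 and 3. The log2 change of Fgb was 8.83 ± 1.96 (edgeR FDR = 0.00658) and 1.72 (FDR = 0.458) without GB2-treated replicates 2 and 3, and its call was lost without untreated replicate 1 or 2 (FDR = 0.0525 and 0.0516). The deepest falls were those of Tspan10, a tetraspanin (101.35-fold lower), Cpeb1, an RNA-binding regulator of translation (21.8-fold), Atp6v0d2, the pseudogene Gm11382 (13.9-fold), Il7r, the interleukin 7 receptor (11.1-fold), Serpinb1c (10.8-fold), Tlr13, a sensor of bacterial ribosomal RNA (10.2-fold), and Steap3, a ferrireductase (10.2-fold).

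Tissue markers set GB2-treated replicates 2 and 3 apart. Liver genes summed to 1476 and 1417 CPM there, against 10.9 in GB2-treated replicate 1 and 29.2 to 32.1 in untreated libraries. Heart genes summed to 840.93 and 1192 CPM in replicates 2 and 3 against 1.09 in replicate 1, and stomach genes to 1304 and 639.33 against 0.405. Alb, albumin, was 323.35 and 324.71 FPKM in these libraries and 0 in the other 4. In the list of tumour and other cell-type markers, 10 of 16 tested genes were called higher (camera adjusted p = 0.189), and 1 of 17 without GB2-treated replicates 2 and 3. Krt8, an epithelial keratin, was 0.26, 18.67 and 24.68 FPKM and Pecam1, an endothelial adhesion gene, 0.25, 2.94 and 4.26 FPKM in GB2-treated replicates 1, 2 and 3.

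**Figure D4:**
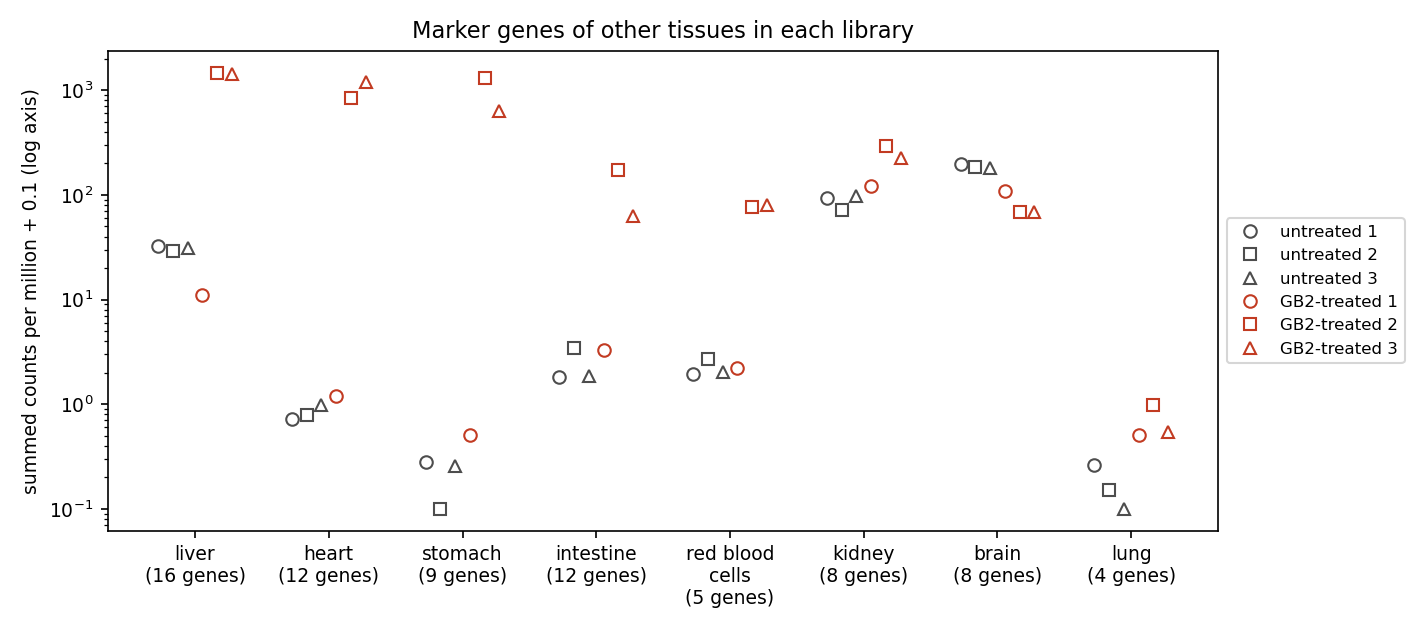
Summed CPM plus 0.1 (log axis) of marker genes of 8 tissues in each library, with colour for the group and shape for the replicate; the number of genes is under each name. Liver, heart, stomach, intestine and red blood cell genes are high in GB2-treated replicates 2 and 3 alone, with liver at 1476 and 1417 against 10.9 in replicate 1.

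In all, 2300 genes were higher and 1324 lower in GB2-treated cells among 17124 tested (edgeR, FDR and fold thresholds), so 63.5% of calls were higher. In 63.2% of tested genes the groups did not overlap, against 10% by chance for 3 against 3. Of the 2300 higher genes, 367 (16.0%) had GB2-treated replicate 1 no higher than the highest untreated library, while 0 of the lower genes had it no lower than the lowest. With replicate 1 alone against the untreated libraries, the median log2 change of all tested genes was -0.0061, and calls would rest on the untreated spread alone. Without untreated replicate 1 or 2 the higher count was 1519 or 1486, and without GB2-treated replicate 1 it was 3728. The share of calls that were higher moved with the libraries kept. It was 70.9% without GB2-treated replicate 1, and 59.0% or 58.2% without GB2-treated replicate 2 or 3. Without untreated replicate 1, 2 or 3 it was 55.5%, 54.9% or 55.5%. With limma on log2(FPKM + 1), which tests 11385 genes, 606 were higher and 616 lower (49.6% higher), and the median change of all genes tested moved from 0.01 to -0.11. That median was 0.18 without an expression filter and 0.24 with the DESeq2 Wald test. In 28 of the 29 lists the counts past both thresholds, adjusted over the list alone, were those over all genes tested; in the cytosolic ribosomal list 2 were higher and 1 lower when adjusted over the list alone.

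Among KEGG pathways, 30 were over-represented in the higher genes and 3 in the lower ones (Fisher's exact test, one-sided, FDR below 0.05). Of these, 9 of the 30 and 1 of the 3 were also over-represented without GB2-treated replicates 2 and 3, and 21 and 2 were lost. HIF-1 signaling (33 of 95 tested genes, FDR = 2.62e-05), cytokine-cytokine receptor interaction (45 of 144, FDR = 1.03e-05), glycolysis (21 of 56, FDR = 0.000519), TNF signaling (27 of 106, FDR = 0.0135) and IL-17 signaling (20 of 70, FDR = 0.0135) were among those kept. The fit without these replicates has a single treated library, so its calls hold no spread among treated libraries. Complement and coagulation cascades (27 of 59, FDR = 1.10e-06), retinol metabolism (19 of 40, FDR = 2.86e-05) and hypertrophic cardiomyopathy (22 of 63, FDR = 0.000720) were among the 21 (FDR = 0.523, 0.855 and 0.582). The number of pathways in the higher genes was 16 to 18 without untreated replicate 1 or 2 or GB2-treated replicate 3, 15 without untreated replicate 3 and 48 without GB2-treated replicate 1.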

Values the study reported

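In GB2-treated RAW264.7 cells the study counted 2895 genes as upregulated and 1351 as downregulated relative to untreated cells, at an FDR below 0.05 and a fold change of at least 2. The study described a treatment period of 12 hours for the cultures shared by RAW264.7 and tumour cells, with GB2 at 10 μM.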

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

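The fits without GB2-treated replicates 2 and 3, on counts divided by 4 and with robust quasi-likelihood were chosen after the data were seen, and the other alternatives before the data were examined. The fall of Trem2 kept its direction and stayed past the threshold in all alternatives run, from -2.69 to -2.40. Of the values of other named genes under alternatives, 1953 kept direction and side of the threshold, 118 were no longer past it, 1 became so and 9 turned. Of the values for lists, 425 kept both, 46 were no longer past the threshold, 25 became so and 24 turned. Of the counts of genes and pathways, 51 stayed within 1.5 times the reported count and 17 did not. Unless stated, the cause was not tested. With 3 libraries per group, genes near the lowest counts have the widest errors.

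Without a fold threshold, 4585 genes were higher and 5065 lower, which follows from the dropped threshold, and 8 KEGG pathways were over-represented in lower genes. Camera over KEGG pathways gave 10 lower pathways, and counts divided by 4 gave 1. With limma on log2(FPKM + 0.1), 892 genes were higher, and with limma on log2(FPKM + 1), 606 were higher and 616 lower. Without GB2-treated replicates 2 and 3, 1432 genes were higher. Leaving out each library in turn gave 1486 to 3728 higher genes and 15 to 48 KEGG pathways over-represented in higher genes.

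Among genes, the log2 change of Atp5a1 was 0.016 on counts divided by 4, and that of Tbk1 was -0.0035 without an expression filter and -0.024 to 0.057 on leaving out each library. Without GB2-treated replicates 2 and 3 it was -1.51 for Cdh5, -0.58 for Gsta3, -0.031 for H2-Ab1, -1.35 for Krt18, -0.73 for Krt8 and -1.23 for Perp, where the lone treated library was assumed to vary like the untreated ones.

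The direction of the oxidative phosphorylation list turned with DESeq2 size factors (adjusted p = 0.906), counts divided by 4 (0.804), limma on log2(FPKM + 0.1) (0.686) and on log2(FPKM + 1) (0.683), the replicate block (0.989), and without GB2-treated replicates 2 and 3 (0.494). Leaving out each library gave it 0.384 to 0.996.

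With an estimated correlation between genes, the camera adjusted p no longer passed for JAK-STAT and SOCS (0.194), NF-kB targets (0.0624), TREM2-DAP12 (0.368), alternative activation (0.113), cholesterol synthesis (0.172), glycolysis (0.0624), integrated stress response (0.2025), interferon-stimulated (0.111), loading control (0.161), lysosome (0.104), macrophage identity (0.161), osteoclast (0.194), p53 target (0.192) and proliferation genes (0.0624). For alternative activation the estimated correlation (-0.0014) lay below the preset 0.01. Such a loss cannot be put down to correlation between genes alone.

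In the directional fry test, which does not compare a list with other genes, these lists passed that camera did not call: contact of endoplasmic reticulum and mitochondria (adjusted p = 0.00332), NRF2 (0.00117), STING pathway (0.00178), antigen presentation (0.0302), fission and fusion (8.69e-05), mitochondrial ribosome (0.0381) and phagocytosis (3.66e-04). In the fry test for change in either direction the same was so for contact of endoplasmic reticulum and mitochondria (1.16e-07), NRF2 (8.96e-08), STING pathway (4.39e-07), antigen presentation (4.66e-07), cytosolic ribosome (0.0187), fission and fusion (3.17e-06), mitochondrial ribosome (3.11e-06), mitochondrially encoded (0.0151), oxidative phosphorylation (3.49e-06) and phagocytosis genes (3.21e-08).

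With limma on log2(FPKM + 0.1), which tests fewer genes, the calls were lost for JAK-STAT (adjusted p = 0.628), TREM2-DAP12 (0.422), alternative activation (0.159), loading control (0.0516), macrophage identity (0.137), osteoclast (0.0755) and p53 target genes (0.105), and fission and fusion genes turned (0.985). With limma on log2(FPKM + 1) they were lost for JAK-STAT (0.608), TREM2-DAP12 (0.407), alternative activation (0.155), macrophage identity (0.123), osteoclast (0.0706) and p53 target genes (0.1004).

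Without an expression filter, JAK-STAT (adjusted p = 0.761) and p53 target genes (0.0951) were no longer called. NRF2 (0.714), STING pathway (0.569) and antigen presentation genes (0.601) turned, and cytosolic ribosome (0.0317), mitochondrial ribosome (0.0148) and other cell-type marker genes (0.0215) became called.

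Without GB2-treated replicates 2 and 3, the calls were lost for JAK-STAT (adjusted p = 0.338), TREM2-DAP12 (0.216), alternative activation (0.0767) and p53 target genes (0.0663), and cytosolic ribosome (0.0663) and mitochondrially encoded genes (0.968) turned.

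Leaving out each library in turn, the adjusted p ranged from 0.497 to 0.850 for the STING pathway, 0.0300 to 0.870 for JAK-STAT, 0.385 to 0.995 for antigen presentation, 0.0269 to 0.574 for the mitochondrial ribosome, 0.0174 to 0.975 for the cytosolic ribosome, 0.321 to 0.995 for NRF2, 0.0300 to 0.170 for p53 targets, 5.18e-06 to 0.285 for other cell-type markers and 0.00159 to 0.170 for loading controls.

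Replicate numbers were not taken as pairs. Deviations from the group mean, across genes, correlated at 0.0702, 0.0644 and 0.0790 between libraries of the same number, each higher than that library's correlation with other numbers, of which the highest was -0.0124. With the replicate number as a block, 1776 genes were higher and 1264 lower, and 1724 and 1242 of these were among the genes called without it.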

Other observations

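Among Reactome pathways, tested with camera after the lists and with 1029 pathways adjusted together, glycosphingolipid metabolism was lower in GB2-treated cells, with 10 of 33 genes falling and 0 rising (camera adjusted p = 7.07e-06, median log2 change -0.50). Trafficking of endosomal Toll-like receptors, which recognise nucleic acids, had 6 of 11 genes lower and 0 higher (camera adjusted p = 1.55e-05, median -1.34). The gluconeogenesis pathway, which shares enzymes with glycolysis, had 13 of 34 genes higher and 1 lower (camera adjusted p = 4.94e-05), and signalling by the interleukin 6 family 6 of 15 higher and 0 lower (camera adjusted p = 6.23e-04). DAP12 interactions had 9 of 33 lower and 1 higher (camera adjusted p = 0.00339). With an estimated correlation each of these 5 had an adjusted p of 0.997, so none passed. The same value came up where the estimated correlation lay below the preset 0.01, as for the interleukin 6 family (-0.0547). This loss therefore cannot be put down to correlation between genes alone, and it does not tell the pathways apart.

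All tests of explanations given here were chosen after the results they address had been seen. Those of a shared response to GB2 and of the scaling of the libraries each replaced an earlier test, on marker genes and on DESeq2 size factors, whose outcome was nearly fixed in advance. The later test of scaling restates medians that were already known, so its outcome was known as well.

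GB2-treated replicates 2 and 3 held 1049 genes with counts in both that were at 0 in the other 4 libraries. Of 16 liver marker genes, 75% reached 1 CPM in both libraries and stayed below it in the other 4, which describes the pattern but is no independent test, as the markers were written after liver transcripts had been seen; RNA or reads of mouse tissue in these libraries stay open. Library size is argued against, since these libraries had the smallest totals but 23300 and 23189 genes with a count, against 20842 to 21283 in the others. After thinning to equal totals the lower of them had 2015 more genes than the highest of the others. The thinning adds nothing to this, as it could only lower the larger libraries. A response to GB2 shared by all treated libraries is argued against for the genes covered here. Of 218 genes at 0 in the untreated libraries and at 1 CPM or more in both, 0 (0%) reached it in GB2-treated replicate 1. The same choice of genes with replicate 2 or 3 left out gave 0 genes and 1 gene, too few for comparison. The most abundant markers included Alb at 323.35 and 324.71 FPKM and Pgc, a stomach protease precursor, at 631.62 and 24.19 FPKM, and the route by which such RNA or reads entered was not tested.

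The summed CPM of each marker list, in GB2-treated replicates 1, 2 and 3 and then as the highest untreated library, were as follows. Liver had 10.9, 1476 and 1417 against 32.1, heart 1.09, 840.93 and 1192 against 0.892, and stomach 0.405, 1304 and 639.33 against 0.178. Intestine had 3.21, 174 and 62.1 against 3.32, pancreas 0.851, 139 and 7.80 against 2.04, and skeletal muscle 1.56, 19.9 and 31.2 against 1.43. Kidney had 122, 296 and 227 against 97.5, lung 0.405, 0.877 and 0.447 against 0.164, and brain 109, 69.2 and 67.9 against 197. Testis had 0, 0.0638 and 0 against 0, fat 0.181, 3.51 and 3.77 against 0.143, and skin 0.0558, 0.430 and 0.112 against 0.0388. T cells had 8.97, 7.75 and 9.22 against 5.4, B cells 2.65, 8.88 and 21.2 against 4.93, and red blood cells 2.14, 76.3 and 80.4 against 2.60.

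HIF-1 target genes were higher in GB2-treated cells. RNA of other tissues is argued against, since their median log2 change was 2.38 with GB2-treated replicate 1 alone, and so is the scaling of the libraries, since a common factor moves all genes alike and the median of the list lay 2.27 above that of all tested genes, and its lower quartile 1.17 above it. A further list of HIF-1 targets that shares no gene with the fixed list had a median of 0.62 (SD 1.30 across genes), with 7 of 17 higher and 2 lower (camera p = 3.82e-06, and p = 0.00761 with an estimated correlation). HIF-1 activity in the treated cells is therefore a candidate explanation. Low oxygen in the culture, any tumour cells that shared it and other regulators of these genes were not tested.

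Lysosome genes were lower in GB2-treated cells by the preset correlation, a call lost with an estimated correlation (camera adjusted p = 0.104). RNA of other tissues is argued against, since their median log2 change was -0.59 with GB2-treated replicate 1 alone. Targets of the lysosomal regulators of the MiT/TFE family outside the fixed list had a median of -0.54, with 4 of 16 lower and 0 higher (camera p = 1.90e-06, and p = 0.0655 with an estimated correlation). Lower activity of these factors may therefore contribute, although the list holds further subunits of the lysosomal proton pump and is not independent of the pattern.

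The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. With edgeR the real split gave 3624 genes past the threshold, in 1 of the 10 splits, and the highest of the other splits gave 0. Every other split mixes treated and untreated libraries in both groups. Their difference then counts as spread within groups, so this 0 says little about chance.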
